A study of Mus musculus with 6 samples. Its data were reported in "Taz protects hematopoietic stem cells from an aging-dependent decrease in PU.1 activity" (2022).

How the data were processed

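Bulk RNA-seq libraries of transplanted LT-HSCs from aged mice were grouped by the hairpin named in their labels, 3 with shRen and 3 with shTaz (2 with hairpin Seq1, 1 with hairpin Seq2). The replicate numbers were taken from the labels. The study describes its replicates as biological and as taken from different mice. Whether these libraries differed in donor mice, in recipient mice or in both is not given in the sources used here, and p-values measure the spread between the libraries.

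Per the methods of the study, RNA was purified with a micro-scale column kit. The low-input library kit for single cells is that of the labels, whereas the methods name a NEBNext Ultra RNA kit for RNA sequencing. Which of these kits made the libraries could not be settled here. The authors trimmed the reads with cutadapt (2.10), aligned them to the mouse genome mm10 with Bowtie2 (2.2.9), tested differential expression with edgeR and made a principal component analysis with DESeq2. The counting tool, the annotation and the gene lengths are not given in the sources used here. The authors deposited 1 table of RPKM (read numbers divided by gene length and library size), with 17940 rows and a column for each of the 6 libraries. The RPKM values do not appear to come from raw counts. A residue below 1e-10 stands in place of 0 in all 3 shTaz libraries in 1864 rows and in all 3 shRen libraries in 510 rows. The shRen columns hold 5276 exact zeros in all and the shTaz columns 0. This pattern is that of counts adjusted to a common library size, with shTaz libraries scaled up and shRen libraries scaled down, in which a low value of a library depends in part on the other libraries of its group. This was inferred from the values. A gene whose 3 values in a group were such residues is described as having no signal there, and no fold change is given for it. Of the genes tested, 154 had no signal in shTaz and 30 none in shRen. Whole reads were not recovered from these values, so depth per library is unknown and no test on counts was made.

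Values were read in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6. Where several rows had the same symbol, the row with the highest mean was kept, which dropped 274 rows and left 17666 genes. Genes with a mean of at least 1 RPKM over the 6 libraries were tested (12264 genes). The main test was limma 3.58.1 in R 4.3.3 on log2(RPKM + 1), with an empirical Bayes trend, two-sided, and Benjamini-Hochberg adjustment over all genes tested; genes were called at an adjusted p below 0.05. Differences on this scale understate the change of genes with low values. The hairpins were compared in a fit with 3 groups. Means are given with SD in RPKM, and fitted differences with SE. Single measures of libraries and the always-named genes were also compared with exact two-sided permutation tests, whose smallest possible p with 3 against 3 samples is 0.1. Gene positions are those of GENCODE release M21 (mm10).

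Before the data were examined, 30 gene lists were fixed. Of these, 25 came from textbook knowledge (pathways, cell types and complexes), the aged LT-HSC Taz signature and the TAZ-induced genes were derived by the study from other samples, and the aged HSC and myeloid-biased LT-HSC signatures were taken by the study from earlier work. The PU.1-bound genes came from the study too, but were chosen on these samples. Symbols that could not be read with certainty in the study's lists were left out, so that these lists, the TAZ-induced genes above all, can be incomplete copies. Of 153 TAZ-induced genes read, 136 were in the table and 92 passed the filter, and for the aged LT-HSC Taz signature 16 of 24 did, for the aged HSC signature 154 of 174 and for the myeloid-biased signature 24 of 28. Lists with at least 5 genes tested (27 lists) were compared with all other genes by limma's camera with a preset correlation of 0.01 between genes, two-sided, with Benjamini-Hochberg adjustment over the lists. Camera with an estimated correlation and fry, which asks whether the genes of a list move 1 way on balance without comparing them with other genes, were alternatives. The genes to be named were Wwtr1, Yap1, Spi1, Clca3a1 and Amotl2, up to 12 called genes in each direction (0 passed), up to 4 genes of each list with the smallest p and up to 6 called genes between hairpins (0 passed). Not all of these are described, and genes described were taken from among them after their values were seen.

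The alternatives were other pseudocounts (0.1 and 5), other filters (none, and a mean of at least 5 RPKM), quantile normalization, median-ratio scaling and scaling to a common sum, the replicate number as a block, weights per library, no trend, robust empirical Bayes, leaving out each library, and, chosen after the data were seen, weights per group and other limits in the test of random loss. For simulated data, changed genes were drawn only from those with a mean log2(RPKM + 1) above that of 5 RPKM. The script for limma was tested on such data with 200 of 12264 genes changed (10 simulations). With the spread of shRen in both groups it recovered 52.2%, 93.9% and 100% of changes of 1, 2 and 4 in log2 RPKM, with 7.7 false calls on average. With each group's own spread it recovered 0.896%, 13% and 58.9%, with 2.2 false calls. On the log2(RPKM + 1) scale these changes are smaller, above all where RPKM is low. Transcript length and GC content were known for 99.9% of the genes tested. Random lists of the same size, matched on mean RPKM, were drawn 10000 times for each list. Figures were drawn with matplotlib 3.10.9, and scipy 1.17.1 was used for exact tests.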

Results

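RNA-seq was performed on hematopoietic stem cells of aged C57BL/6JRj mice (donors of 22 to 28 months) after depletion of TAZ, the Hippo pathway co-activator that is encoded by Wwtr1. The cells were long-term hematopoietic stem cells (LT-HSCs) that carried a short hairpin RNA against Taz (shTaz) or, as control, a hairpin against Renilla luciferase (shRen). They had been transplanted into recipient mice, and donor-derived, lineage-negative stem and progenitor cells (positive for Sca-1 and c-Kit, negative for CD34) were sorted from these for low-input libraries of about 400 to 3000 cells. Per the study, the donor cells were LT-HSCs with high CLCA3A1 on their surface, and RNA was taken months after transplantation into lethally irradiated recipients. In its transplants without hairpins, the study found that CLCA3A1 was lost in the bone marrow over this time. The series held 3 shRen and 3 shTaz libraries. The shTaz replicates 1 and 3 carried hairpin Seq1 and replicate 2 carried hairpin Seq2. The deposited values were RPKM of 17666 genes, of which 12264 had a mean of at least 1 RPKM and were tested. The RPKM of a library summed to 460151 to 473113 in shRen and to 389557, 497789 and 474245 in shTaz replicates 1, 2 and 3. These sums are not read numbers, and the read depth behind each value is unknown. The inferred adjustment scaled shTaz libraries up and shRen libraries down. If that inference holds, all shTaz libraries were shallower than the common library size, and depth differed with the group.

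The transcript of the targeted gene, Wwtr1 (ENSMUSG00000027803, chromosome 3, 57455649 to 57575910, minus strand, mm10), lay at 6.46, 6.11 and 6.8 RPKM in the shRen replicates and at 3.68, 2.76 and 0.405 RPKM in shTaz replicates 1, 2 and 3. All shTaz libraries were thus below all shRen libraries. The group means were 6.46 ± 0.346 RPKM (SD, n = 3) in shRen and 2.28 ± 1.69 RPKM (SD, n = 3) in shTaz, with an exact two-sided permutation p = 0.1, the smallest that 3 against 3 samples allow. On the log2(RPKM + 1) scale the difference was -1.36 ± 0.73 (SE) and did not pass limma's test (adjusted p = 0.707). It was -0.83 without shTaz replicate 3, -0.37 after quantile normalization and -0.68 with a pseudocount of 5. Yap1, the paralog of Wwtr1 (chromosome 9, 7931999 to 8004596, minus strand), did not exceed 0.783 RPKM in any library and was below the filter of the test.

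Amotl2, a Hippo pathway scaffold gene and TAZ target (chromosome 9, 102716672 to 102733418, plus strand), was at 2.77, 5.76 and 8.63 RPKM in shRen and at 0.00176, 0.0692 and 0.00196 RPKM in shTaz. Its log2 difference of -2.61 ± 0.58 (SE) did not pass limma's test over all genes (adjusted p = 0.247). Clca3a1, the surface marker by which the study chose its aged stem cells (chromosome 3, 144729677 to 144760977, minus strand), was at 7.96, 13.4 and 8.52 RPKM in shRen, at 18.4 and 9.62 RPKM in the Seq1 libraries and at 0.00540 RPKM in the Seq2 library. Its lower mean in shTaz (log2 difference -0.86 ± 1.12, adjusted p = 0.856) rested on the Seq2 library, and without shTaz replicate 2 the difference was 0.42. Spi1, which encodes the transcription factor PU.1 (chromosome 2, 91082390 to 91115756, plus strand), lay at 48.5 ± 12.4 RPKM in shRen and 75.2 ± 12 RPKM in shTaz (SD, n = 3 each). All shTaz values of Spi1 were above all shRen values, but the difference of 0.64 ± 0.35 (SE) did not pass limma's test (adjusted p = 0.714).

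**Figure D1:**
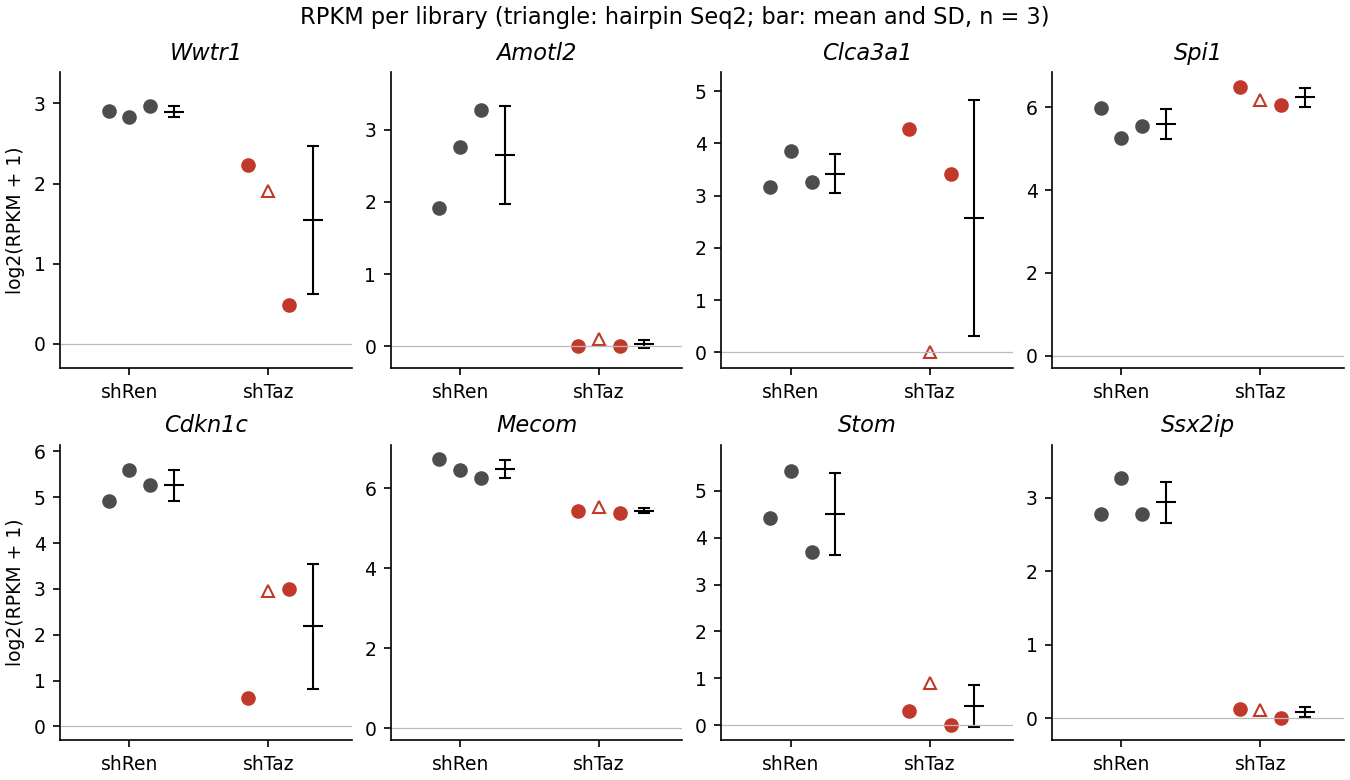
Log2(RPKM + 1) of 8 genes in each of the 3 shRen (grey) and 3 shTaz (red) libraries; circles among the shTaz libraries are hairpin Seq1, the open triangle is hairpin Seq2, and the bars give mean and SD. Wwtr1, Amotl2, Cdkn1c, Mecom, Stom and Ssx2ip lie lower in every shTaz library than in any shRen library, Spi1 lies higher, and Clca3a1 is near 0 in the Seq2 library.

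Whether TAZ depletion altered expression in these cells was tested by comparing all shTaz with all shRen libraries. Among the gene groups fixed before the data were examined, several genes with clear expression in shRen were near 0 in all 3 shTaz libraries. Examples are Stom, which encodes the membrane protein stomatin (24.6 ± 15.3 RPKM in shRen, 0.375 ± 0.446 in shTaz), Timp3, an inhibitor of metalloproteinases (6.62 ± 2.52 and 0.0228 ± 0.0369), Tfeb, a regulator of lysosomal genes (8.50 ± 2.38 and 0.0451 ± 0.0722), and Bmp4, a growth factor (6.18 ± 1.84 and 0.0536 ± 0.0867; SD, n = 3 for each). With limma, 0 genes were called lower and 0 higher at an adjusted p below 0.05, and the smallest adjusted p was 0.245. At an unadjusted p below 0.05 there were 982 genes, of which 888 were lower and 94 higher in shTaz. All shTaz values were below all shRen values in 1407 genes (11.5%) and above them in 462 genes (3.77%), together 15.2% of the genes, where chance gives 10%. The median log2 difference over all genes tested was -0.35. It was -0.05 after median-ratio scaling and -0.02 after quantile normalization, which changed the split of genes at an unadjusted p below 0.05 to 635 lower and 303 higher and to 426 lower and 580 higher, respectively. Medians of gene lists are therefore given relative to the median of all genes. On simulated data for this comparison of 12264 genes, limma recovered 93.9% of changes of 2 on the log2 scale where both groups varied like shRen, but 13% of them and 58.9% of changes of 4 with each group's own spread.

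Gene sets that the study used for TAZ activity or stem cell aging, made from other samples, were examined next. These sets overlap and are not independent of each other. The TAZ-induced genes hold every gene of the aged LT-HSC Taz signature. Wwtr1, the target of the hairpins, is in both of these and in the aged HSC and myeloid-biased signatures. In the aged LT-HSC Taz signature, 11 of 16 genes lay below the median of all genes and the list median was -1.04 relative to all genes. Amotl2 was among them, as were Cdkn1c, which encodes the cell cycle inhibitor p57 (38.0 ± 9.24 RPKM in shRen, 4.74 ± 3.64 in shTaz), the aldehyde dehydrogenase gene Aldh3a1 (3.14 ± 0.972 and 0.3 ± 0.498) and the lipoprotein lipase gene Lpl (2.74 ± 1.2 and 0.269 ± 0.179). The TAZ-induced genes had a median of -0.33 relative to all genes, with 59 of the 92 tested genes (of 153 read from the study's list) below it and Timp3 as the gene with the smallest p. The aged HSC signature had a median of -0.27, with 93 of 154 genes below that of all genes. Its leading genes besides Stom and Amotl2 were Cavin2, a component of caveolae (51.9 ± 20.9 and 4.83 ± 6.61 RPKM), and the receptor gene Cd200r4 (5.08 ± 1.76 and 0.214 ± 0.227 RPKM). The signature of myeloid-biased LT-HSCs had a median of -0.29 relative to all genes (15 of 24 below), led by Bmp4 and by Myo1e, a class I myosin gene (3.97 ± 1.38 and 0.472 ± 0.0481 RPKM). None of these lists passed camera, a competitive gene set test, at an adjusted p below 0.05 (aged HSC 0.0763, Taz signature 0.104, TAZ-induced 0.104, myeloid-biased 0.479). No member passed over all genes, and adjusted over the list alone 2 genes of the Taz signature, 1 of the myeloid-biased signature and 0 of the other lists were lower. With an estimated correlation between genes, adjusted p was 0.901 for the aged HSC and the TAZ-induced lists and 0.637 for the Taz signature. With the preset correlation, the aged HSC list was called lower without shTaz replicate 2 (adjusted p = 0.00546), without shRen replicate 3 (0.0269), without a filter (0.0272), with the replicate block (0.0423) and with group weights (0.0436). The Taz signature was called lower without shRen replicate 3 (adjusted p = 0.0269), without a filter (0.0272) and with median-ratio scaling (0.0484). The TAZ-induced list was called lower without shTaz replicate 3 (adjusted p = 0.01999), without shRen replicate 3 (0.0340), with group weights (0.0436) and with quantile normalization (0.0441). Without shTaz replicate 1 the TAZ-induced list turned to a direction upwards (adjusted p = 0.525). Over all alternatives, adjusted p ranged from 0.00546 to 0.901 for the aged HSC list, 0.0269 to 0.798 for the Taz signature and 0.01999 to 0.901 for the TAZ-induced genes.

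Stem and progenitor cell genes were not called as groups either. The LT-HSC genes had a median of 0.01 relative to all genes (15 of 30 below, adjusted p = 0.495, camera direction lower). Within the list, Cdkn1c, Mecom, a transcription factor gene of stem cells (88.8 ± 14.6 RPKM in shRen, 42.4 ± 2.11 in shTaz), and Esam, a surface adhesion gene (105 ± 20.7 and 51.4 ± 29.9), were lower in every shTaz library than in any shRen library. The multipotent progenitor genes had a median of 0.07 relative to all genes (7 of 15 below, adjusted p = 0.807, camera direction lower). Cd34, whose protein was absent from the sorted cells by the gate, had 34.5 ± 13.3 RPKM in shRen and 5.01 ± 7.90 in shTaz, and the co-stimulatory receptor gene Cd27 had 32.9 ± 6.68 and 12.1 ± 7.70 RPKM. Hippo pathway components had a median of -0.11 relative to all genes (10 of 19 below, adjusted p = 0.815), and here the kinase gene Lats1 was higher in every shTaz library (3.41 ± 3.48 RPKM in shRen, 11.2 ± 2.06 in shTaz). The list of general YAP/TAZ-TEAD targets had a median of 0.05 (5 of 12 below, adjusted p = 0.807, camera direction lower). Amotl2 was the 1 gene lower, adjusted over the list alone, in each of the last 2 lists, and there was none among the LT-HSC and progenitor genes.

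PU.1 is a master regulator of myeloid and stem cell genes, and the study compared the genes that lost expression with PU.1 binding. Of the genes that the study listed as PU.1-bound and lower after Taz depletion, 50 were tested, and all 50 were lower in the shTaz mean, with a median of -1.75 relative to all genes. Camera called this list lower (adjusted p = 1.85e-35, and adjusted p = 0.00271 with an estimated correlation). The size of the difference depended on the pseudocount, with a median on the deposited scale of -2.10 at a pseudocount of 1, -4.06 at 0.1 and -0.90 at 5. Stom, the centriolar satellite gene Ssx2ip (6.78 ± 1.57 and 0.0589 ± 0.0478 RPKM), the mitochondrial malic enzyme gene Me2 (23.0 ± 6.19 and 1.16 ± 0.783 RPKM) and Ccdc130 (5.2 ± 0.0999 and 0.0557 ± 0.0912 RPKM) had the smallest p. Over all genes 0 of the 50 passed, and adjusted over the list alone all 50 did. The list was chosen by the study on these same samples, so neither its direction nor these counts are independent evidence. PU.1 and its textbook targets, chosen without these samples, had a median of -0.01 relative to all genes (13 of 25 below), with camera's direction upwards and an adjusted p of 0.805, and 0 genes adjusted over the list alone.

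**Figure D2:**
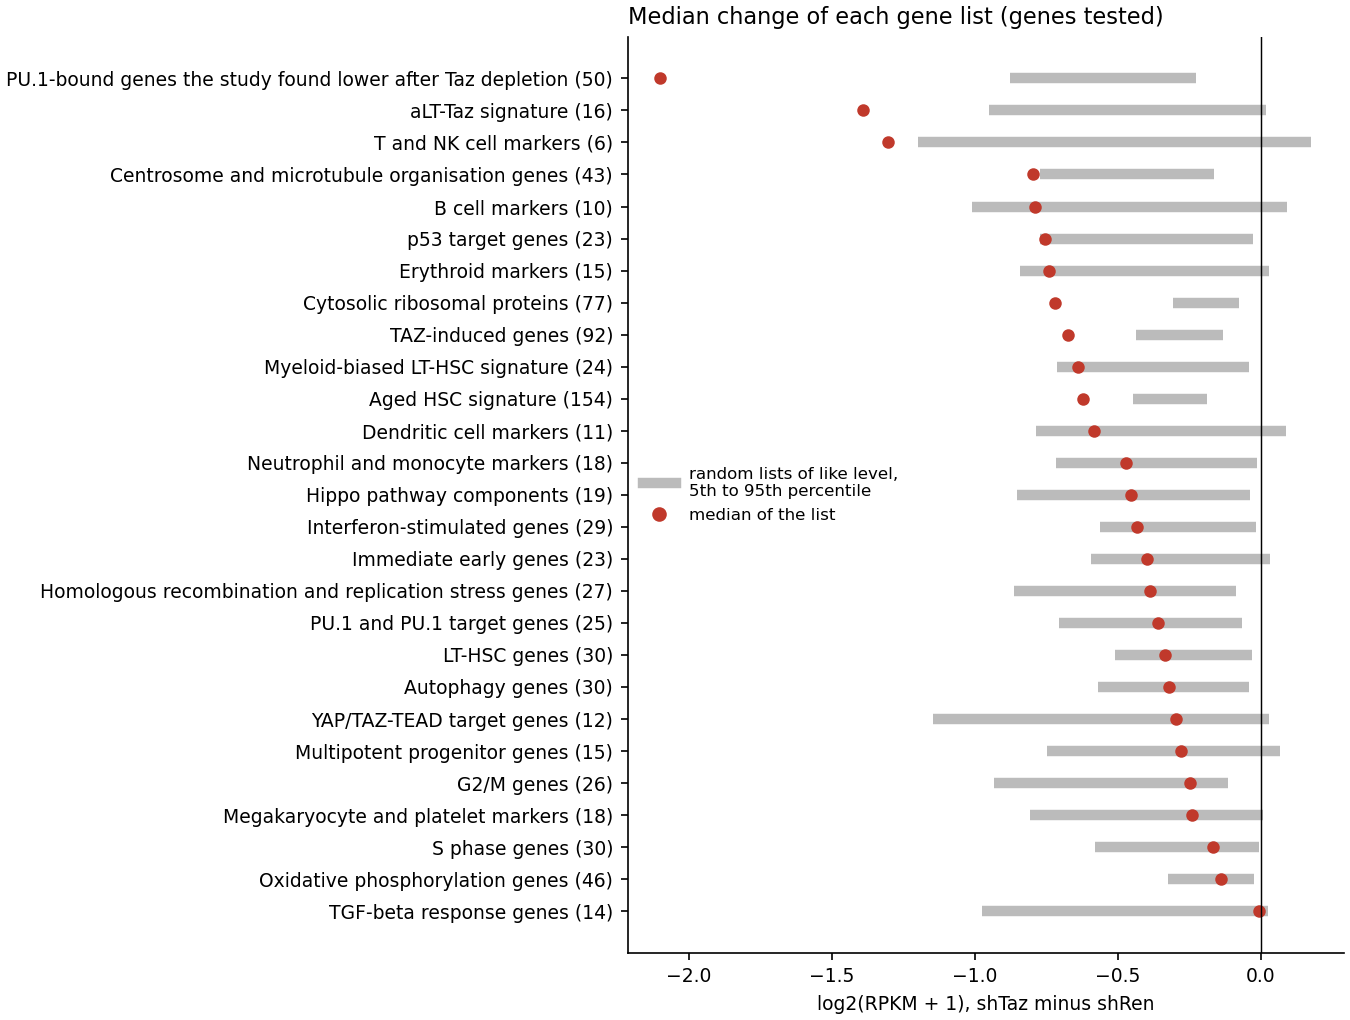
Median log2 difference between shTaz and shRen for each of the 27 gene lists tested (red points, number of genes in brackets), with the 5th to 95th percentile of 10000 random lists of the same size and level (grey bars). All medians lie below 0, and the PU.1-bound list, chosen on these samples, lies farthest below its random lists.

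Among genes of the cell cycle and its structures, the centrosome and microtubule organisation genes had a median of -0.45 relative to all genes, with 29 of 43 below it. Ssx2ip, the augmin subunit gene Haus2 (9.10 ± 3.29 RPKM in shRen, 0.292 ± 0.164 in shTaz) and the centriole duplication kinase gene Plk4 (4.69 ± 2.19 and 0.0970 ± 0.0887) led the list. It was not called by camera (adjusted p = 0.180), and 4 of its genes, Ssx2ip and Haus2 among them, belong to the PU.1-bound list above, without which its median over the other 39 genes was -0.17 relative to all genes and its unadjusted camera p 0.349. Homologous recombination and replication stress genes also shared 4 genes with that list and had a median of -0.04 relative to all genes (14 of 27 below, adjusted p = 0.807). Without the shared genes the median was 0.19 relative to all genes and the unadjusted camera p 0.330. The checkpoint gene Topbp1 (8.02 ± 3.24 and 0.430 ± 0.618 RPKM) and the RAD51 paralog gene Xrcc2 (3.39 ± 1.96 RPKM in shRen, no signal in any shTaz library) had the smallest p among the recombination genes. Xrcc2 is one of the shared genes. The p53 targets had a median of -0.41 relative to all genes (15 of 23 below, adjusted p = 0.238), led by Gadd45a, a DNA damage response gene (14.3 ± 9.45 and 0.178 ± 0.144 RPKM), and by Gdf15, which had no signal in any shTaz library. Gadd45a also belongs to the PU.1-bound list, and without it the unadjusted camera p of the p53 targets went from 0.0616 to 0.153. G2/M genes had a median of 0.10 relative to all genes (11 of 26 below, adjusted p = 0.807). Yet Kif23, a kinesin gene of cytokinesis (5.57 ± 1.59 and 0.156 ± 0.261 RPKM), Top2a, which encodes topoisomerase II alpha (5.68 ± 1.57 and 0.241 ± 0.0543 RPKM), and Cdca3 (3.05 ± 0.836 and 0.0707 ± 0.113 RPKM) were near 0 in all shTaz libraries. S phase genes had a median of 0.18 (11 of 30 below, adjusted p = 0.779), with the primase gene Prim1 (26.6 ± 6.49 and 3.29 ± 5.04 RPKM) and E2f1, a transcription factor gene of S phase entry (3.46 ± 0.203 and 0.615 ± 0.504 RPKM), lower and the clamp loader gene Rfc4 higher (36.4 ± 19.5 and 93.3 ± 25 RPKM) in every shTaz library. The log2 difference of E2f1 was -1.51 and turned to 0.12 after quantile normalization. Camera's direction was upwards for the G2/M and S phase lists, although their medians on the deposited scale were -0.25 and -0.17. Adjusted over the list alone, 4 genes of G2/M, 2 of the centrosome and 1 of the p53 list were lower, and 0 in the other lists.

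Markers of other blood cells were not called in either direction. The lineage-negative gate would remove most such cells, since it excludes cells with surface markers of granulocytes, monocytes, erythroid, B and T cells. B cell markers had a median of -0.44 relative to all genes (7 of 10 below, adjusted p = 0.479). Among them the pre-B cell gene Vpreb3 had 13 ± 7.27 RPKM in shRen and no signal in any shTaz library, and the plasma cell gene Jchain varied from 48.1 to 1771 RPKM within shRen and from 0.0177 to 249 RPKM within shTaz. T and NK cell markers had a median of -0.96 relative to all genes over 6 genes (5 below, adjusted p = 0.247), with the cytotoxic granule gene Nkg7 at 47.0 ± 14.9 and 12.4 ± 10.6 RPKM and the chemokine gene Ccl5 without signal in shTaz. Erythroid markers had a median of -0.39 relative to all genes (9 of 15 below, adjusted p = 0.504), and the erythroid transcription factor gene Klf1 (6.55 ± 3.87 and 0.281 ± 0.309 RPKM) and the erythropoietin receptor gene Epor (4.05 ± 1.90 and 0.233 ± 0.388 RPKM) led them. Megakaryocyte and platelet markers had a median of 0.11 relative to all genes (7 of 18 below, adjusted p = 0.905), with Rab27b, a granule transport gene, at 6.15 ± 0.720 and 1.02 ± 1.57 RPKM and the integrin gene Itgb3 at 24.5 ± 4.11 and 14.2 ± 3.27 RPKM. Dendritic cell markers had a median of -0.24 (6 of 11 below, adjusted p = 0.779), and the MHC class II gene H2-Eb1 overlapped between the groups (96.2 ± 31.7 and 59.8 ± 21.3 RPKM). Neutrophil and monocyte markers had a median of -0.13 relative to all genes (10 of 18 below, adjusted p = 0.807), with the granule protease gene Prtn3 at 342 ± 20.3 and 210 ± 119 RPKM. Camera's direction was upwards for this list and for the megakaryocyte list in spite of medians of -0.47 and -0.24 on the deposited scale, and without shTaz replicate 1 the neutrophil list was called higher (adjusted p = 6.31e-04, against 6.31e-04 to 0.98 over all alternatives). That call rests on the preset correlation, and with all libraries adjusted p was 0.901 with an estimated correlation. Of the mast cell and the endothelial lists 4 genes each passed the filter, too few for the test (medians of 0.003 and 0.68 relative to all genes), and the mast cell carboxypeptidase gene Cpa3 (15.1 ± 9.0 and 1.38 ± 0.388 RPKM) and the endothelial gene Emcn (7.24 ± 3.01 and 0.0298 ± 0.0476 RPKM) were the genes lower there, adjusted over the list alone. The osteogenic factor gene Runx2 of the endothelial and stromal list overlapped between the groups (15.4 ± 4.89 and 19.7 ± 12.4 RPKM), and its log2 difference of 0.19 was -0.26 without shTaz replicate 3. Vpreb3 was the 1 such gene of the B cell list, and the other marker lists had 0.

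Of the cytosolic ribosomal protein genes, 76 of 77 had a lower mean in shTaz and 65 lay below the median of all genes, with a list median of -0.37 relative to it. Camera gave an adjusted p of 0.0763, and of 0.901 with an estimated correlation, since these genes varied together (estimated correlation between genes 0.930). Rpl4 was lower in every shTaz library, at 527 ± 102 RPKM in shRen and at 181, 356 and 379 RPKM in shTaz replicates 1, 2 and 3, while Rpl29 overlapped between the groups and was at 133 ± 0.436 RPKM in shRen and at 26.6, 140 and 84.5 RPKM in shTaz. The direction of the list depended on shTaz replicate 1. Without it the list was called higher in shTaz (adjusted p = 5.44e-06), and without any other library except shRen replicate 1 it was called lower, with the smallest adjusted p of 6.63e-06 without shTaz replicate 2 (9.23e-09 to 0.925 over all alternatives). With all libraries it was called lower with a pseudocount of 5, without a filter, with a mean of at least 5 RPKM, with quantile normalization, with a common sum, with the replicate block and with group weights (adjusted p = 9.23e-09 to 0.0444). These genes have many near-identical pseudogenes, between which reads cannot be assigned with certainty. Oxidative phosphorylation genes had a median of 0.21 relative to all genes (12 of 46 below) with camera's direction upwards (adjusted p = 0.495), against a median of -0.14 on the deposited scale, and were called higher without shTaz replicate 1 (adjusted p = 1.94e-04, against 1.94e-04 to 0.981 over all alternatives) and with median-ratio scaling (adjusted p = 0.0484). With all libraries and an estimated correlation, adjusted p was 0.901. Their members Ndufs1 (18.5 ± 4.10 and 64.2 ± 39.2 RPKM) and Ndufb5 (132 ± 27.4 and 209 ± 72.4 RPKM), both of respiratory complex I, overlapped between the groups. In neither list did a gene pass over all genes or adjusted over the list alone.

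In shTaz replicate 1, genes with short transcripts were low. Among genes with a mean of at least 20 RPKM, the median log2 difference of this library from the mean of the other shTaz libraries was -0.91 in the shortest quintile of transcripts and 0.18 in the longest. Without ribosomal protein genes, the value in the shortest quintile was -0.81.

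**Figure D3:**
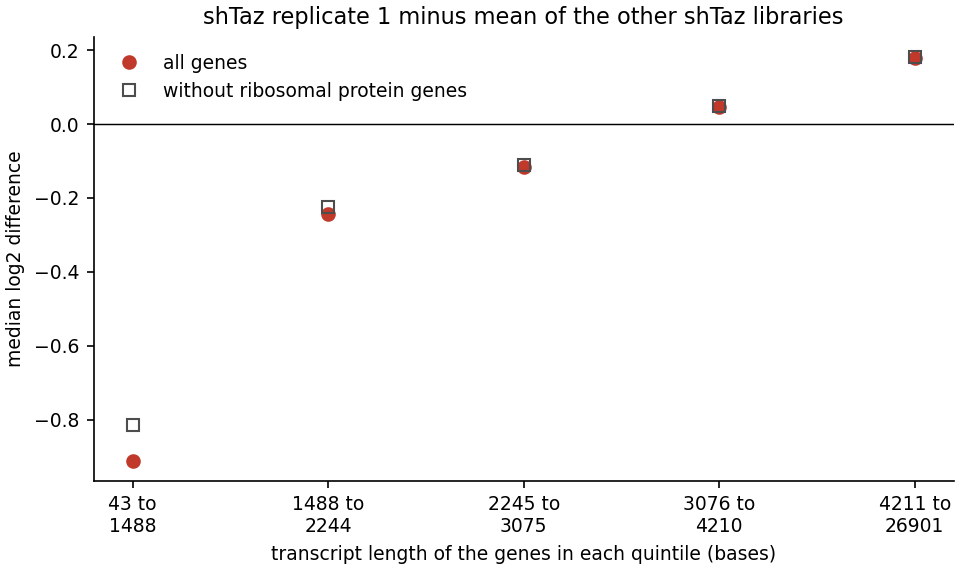
Median log2 difference of shTaz replicate 1 from the mean of shTaz replicates 2 and 3, for genes of at least 20 RPKM in quintiles of transcript length in bases, with all genes (red circles) and without ribosomal protein genes (open squares). The median lies at -0.91 for the shortest transcripts and at 0.18 for the longest.

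The remaining lists were not called in either direction. Autophagy genes had a median of 0.03 relative to all genes (15 of 30 below, adjusted p = 0.807, camera direction lower). Tfeb and the conjugation gene Atg12 (49.6 ± 4.76 RPKM in shRen, 10.9 ± 6.86 in shTaz) led them, and Tfeb was the 1 gene lower, adjusted over the list alone. Interferon-stimulated genes had a median of -0.09 (18 of 29 below, adjusted p = 0.807). The signal transducers Stat2 (10.1 ± 1.86 and 1.1 ± 1.56 RPKM) and Stat1 (76.0 ± 7.24 and 30.6 ± 24.9 RPKM) were lower in every shTaz library, while Trim30a, a gene with close paralogs whose reads cannot be told apart with certainty, had 129 ± 66.7 and 808 ± 743 RPKM. Immediate early genes had a median of -0.05 relative to all genes (12 of 23 below, adjusted p = 0.805, camera direction upwards), with the survival gene Mcl1 higher in every shTaz library (20.4 ± 6.63 and 32.3 ± 3.02 RPKM) and Myc overlapping (131 ± 35.5 and 80.9 ± 35.4 RPKM). TGF-beta response genes had a median of 0.34 (5 of 14 below, adjusted p = 0.805, camera direction upwards, median on the deposited scale -0.01). The inhibitory Smad6 was higher in every shTaz library (0.667 ± 0.964 and 9.37 ± 11.2 RPKM) and Tgfbi lower (2.01 ± 0.292 and 0.238 ± 0.401 RPKM). In the last 3 lists 0 genes passed, adjusted over the list alone. The table held none of the mitochondrially encoded genes.

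Each hairpin against Taz was also compared with shRen by itself. In a fit with the hairpins as separate groups, Wwtr1 differed from shRen by -1.54 with Seq1 and by -0.99 with Seq2, and Amotl2 by -2.64 and -2.55 on the log2 scale. For Wwtr1 the order of the hairpins rested on shTaz replicate 3 (Seq1, 0.405 RPKM), as replicate 1 (Seq1, 3.68 RPKM) lay above the Seq2 library (2.76 RPKM). Stom (-4.34 and -3.60), Ssx2ip (-2.88 and -2.82), Gadd45a (-3.51 and -3.36) and Mecom (-1.08 and -0.96) were lower with either hairpin. These genes were named for their small p over the same shTaz libraries. Stom, Ssx2ip and Gadd45a are also on the PU.1-bound list, which the study chose on these samples. For these genes the likeness of the hairpins is therefore not independent evidence. Clca3a1 was at 0.42 with Seq1 and -3.41 with Seq2, and Cavin2 at -4.72 and -1.91. Limma called 0 genes for Seq1 against shRen (1820 at an unadjusted p below 0.05), 0 for Seq2 against shRen (1306) and 0 for Seq2 against Seq1 (1807). Seq2 was a single library that was assumed to vary like the other groups. Without shTaz replicate 1 the counts were 1210, 694 and 1631, and without shTaz replicate 3 they were 4471, 721 and 4206, where each hairpin had a single library and the spread came from shRen alone.

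The libraries differed in how many genes they detected, and by the inferred adjustment the shTaz libraries were also shallower. At least 1 RPKM was reached by 12041, 12047 and 11928 genes in the shRen replicates and by 9180, 10073 and 9717 genes in shTaz replicates 1, 2 and 3. The means were 12005 ± 67.0 and 9657 ± 450 genes (SD, n = 3 each; exact two-sided permutation p = 0.1, the smallest possible). Across the 12264 genes tested, which are not independent replicates, pairs of shRen libraries had a Pearson r of 0.902 to 0.913, pairs of shTaz libraries of 0.575 to 0.703 and pairs across the groups of 0.655 to 0.808. The shTaz libraries thus resembled each shRen library more than each other, and shTaz replicate 1 had the lowest values, 0.575 to 0.577 with the other shTaz libraries and 0.655 with each shRen library.

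**Figure D4:**
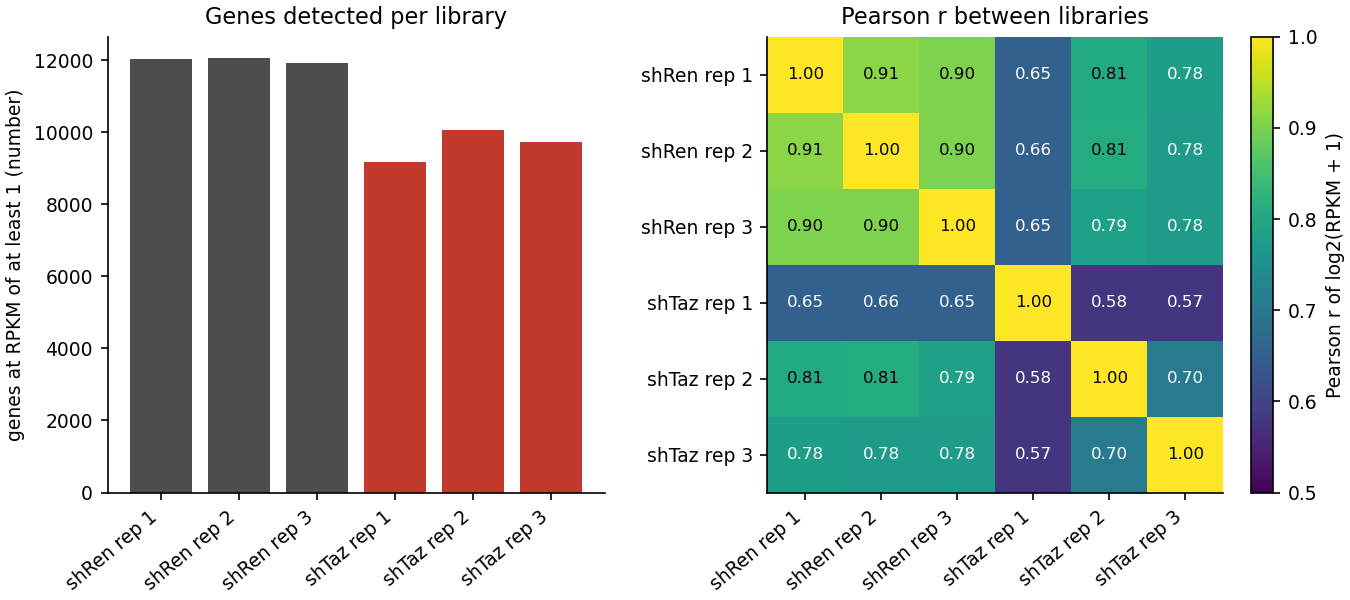
Left, number of genes at RPKM of at least 1 in each library; right, Pearson r of log2(RPKM + 1) between libraries over the 12264 genes tested. The shRen libraries detect 11928 to 12047 genes and the shTaz libraries 9180 to 10073, and r is 0.902 to 0.913 within shRen and 0.575 to 0.703 within shTaz.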

Values the study reported

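The study reported 60 genes that were bound by PU.1 and lower after TAZ depletion, with a median log2 fold change of -4.8. It mapped 3163 PU.1 peaks by Cut&Run. For the comparison with shRen, the study described TAZ-depleted cells as distinct in their transcripts and called genes significantly lower. By gene set enrichment it also found the genes most induced in old LT-HSCs lower after TAZ depletion. Its methods name edgeR, which tests counts, whereas no gene passed the limma test on RPKM made here. The tests thus differ in method and outcome.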

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

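Weights per group were chosen as an alternative after the data were seen. Limma called 0 genes between shTaz and shRen in either direction in each of the 18 settings tried besides the main one, the replicate block and each left-out library included, with 413 to 1828 genes at an unadjusted p below 0.05. With the replicate number as a replicate block, 3 lists were called instead of 1. Whether the numbers pair the libraries is unknown. The deviations of same-numbered libraries correlated at -0.024, 0.0465 and 0.03, and not every library correlated best with its own number. With 3 libraries in each group these values cannot exclude a pairing.

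Between hairpins, Seq2 against shRen gave 55 genes and Seq2 against Seq1 48 without a filter, where genes near 0 enter, and 0 in the other settings with all libraries. Leaving out 1 library gave 0 to 4471 genes for Seq1 against shRen, 0 to 721 for Seq2 against shRen and 0 to 4206 for Seq2 against Seq1, since each hairpin without shTaz replicate 1 or 3 has a single library. Without shTaz replicate 2 no value for Seq2 exists.

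The PU.1-bound list was called lower in all 19 alternatives (largest adjusted p 0.00271). The number of lists called by camera was 2 with a pseudocount of 5, with a mean of at least 5 RPKM and with a common sum, 3 with quantile normalization and with median-ratio scaling, 4 without a filter and with group weights, 5 with fry, and 1 to 5 with 1 library left out. Besides the PU.1-bound list, fry called the centrosome (adjusted p = 0.00511), Taz signature (0.0333), YAP/TAZ-TEAD (0.0333) and p53 (0.0394) lists lower, without comparing them with other genes. The neutrophil list turned downwards without a filter (adjusted p = 0.823), with a mean of at least 5 RPKM (0.845), with median-ratio scaling (0.85) and with fry (0.744). The centrosome list turned upwards with a mean of at least 5 RPKM (0.897), the YAP/TAZ-TEAD list upwards with quantile normalization (0.712), and oxidative phosphorylation downwards with quantile normalization (0.312) and fry (0.71). With 1 library left out, adjusted p ranged from 6.31e-04 to 0.955 for neutrophil markers, 5.44e-06 to 0.203 for ribosomal proteins, 1.94e-04 to 0.981 for oxidative phosphorylation and 0.01999 to 0.525 for TAZ-induced genes, with turns in direction, and Clca3a1 from -1.71 to 0.42 and Runx2 from -0.26 to 0.65 on the log2 scale. E2f1 turned to 0.12 with quantile normalization. The cause was not tested.

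The gap in genes detected became 1729 more genes in shTaz at any value above 0, since the shTaz columns hold no exact zeros. The mean Pearson r within shTaz (0.618) was 0.757 without a filter, 0.503 with a mean of at least 5 RPKM, and 0.571 to 0.702 with 1 library left out. Robust empirical Bayes has no counterpart in camera, and the count tests with edgeR and DESeq2 were not run because the table holds RPKM. Unknown depth, which by the inferred adjustment was lower in shTaz, limits what can be said of genes near 0.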

Other observations

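The tests of a single library, of the hairpin, of the median after scaling, of other splits of the samples for gene counts, of the number of genes low in all 3 shTaz libraries against permutations and of the TAZ-induced list without ribosomal protein genes were chosen after the results had been seen, and the other tests before. The bootstrap interval of the random-loss ratio, its other limits and the count without residues were also added after the ratio had been seen, and the ratio without its interval lay above the bound of 2 set beforehand.

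Every shTaz library detected fewer genes than any shRen library, and 888 of the 982 genes at an unadjusted p below 0.05 were lower in shTaz. The gap in detected genes kept 0.872 of its size after median-ratio scaling, which argues against a single scaling factor per library as its whole cause. Such a factor cannot undo the inferred adjustment of counts to a common library size, so that adjustment stays open. Without shTaz replicate 1 the gap kept 0.899 of its size, which argues against that library as its whole cause. The median log2 difference kept 0.155 of its size under a scaling that centres the ratios by construction and so decides nothing. Among genes with at least 5 RPKM in the shRen mean, 124 were below 0.5 RPKM in all 3 shTaz libraries, which was 2.11 times (95% bootstrap interval 1.82 to 2.42) the number that the libraries' own shares give for genes of like level, length and GC content, and more than the 40 to 78 genes of 1000 permutations among such genes, as was the count at limits of 0.1, 1 and 2 RPKM (39, 168 and 222 genes, highest permuted 20, 125 and 194). Without the 33 genes with a residue in place of 0 it was 91 (highest permuted 74). These permutations argue against independent loss only if each gene's level is known exactly. A simulation of random loss with uncertain levels gave ratios of 0.812 to 1.64, below the 2.11. That ratio includes the 33 residue genes, and the count of 91 was not set against the simulation. Whether independent loss in each library is the whole source of these genes thus stays undecided. Without the residues the count was 135 at 1 RPKM (highest permuted 111), 189 at 2 RPKM (highest permuted also 189) and 6 at 0.1 RPKM (1 to 15 permuted). All 33 genes held the residue in all 3 shTaz libraries, and no gene held it in only some of them. Leaving these genes out thus lowers the count by construction, so the lower counts at 0.1 and 2 RPKM decide nothing. For the wider pattern, random loss of transcripts in shallower libraries and an effect of TAZ depletion cannot be told apart, because the interval spans the bound of 2 and these 124 genes are a small part of it, and only 1 of the 10 splits of the 6 samples, the real one, gave 982 genes (highest other 487), too few splits for a share under 0.05.

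The aged LT-HSC Taz, aged HSC, TAZ-induced and centrosome lists had low medians in shTaz. They are not independent results, since the TAZ-induced list holds every gene of the Taz signature. Wwtr1, the target of the hairpins, and Amotl2 are in both of these and in the aged HSC list. All 4 medians lay below the 5th percentile of 10000 random lists matched on level (highest percentile 3.83, for the centrosome list). The low level of the genes is thus not a likely whole cause for the Taz signature, aged HSC and TAZ-induced lists, as far as these could be read. For the centrosome list it stays open, since the percentile included 4 genes of the PU.1-bound list, which was chosen on these samples. Without them the centrosome median was -0.516, above the 5th percentile of -0.772 for random lists matched to all 43 genes. Yet 7 of the 27 lists lay below their 5th percentile, among them the ribosomal proteins (percentile 0) and the T and NK cell markers (3.19). Of the TAZ-induced genes, 14 of 92 encode ribosomal proteins, without which the median was -0.19 relative to all genes (percentile 1.79, unadjusted camera p 0.0334), and without shTaz replicate 1 the whole list turned upwards. For the centrosome list, the 4 genes shared with the PU.1-bound list are a candidate explanation, since its camera p went from 0.04 to 0.349 without them, while the other lists shared at most 1 gene with it and the camera p of the aged HSC list was 0.0124 without that gene. An effect of TAZ depletion on these lists stays open as an untested hypothesis, because the groups also differ in the number of genes detected.

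The library of shTaz replicate 1 stood apart from the other shTaz libraries. The hairpin is argued against as the cause, since r between the Seq1 libraries was below r between shTaz replicate 3 and the Seq2 library (difference -0.129). A loss of short transcripts may account for a part of it, as the shortest quintile of transcripts lay -0.86 ± 0.08 (bootstrap SE) from the rest on the log2 scale, and -0.78 ± 0.08 without ribosomal protein genes. Ribosomal protein genes lay a further -1.56 ± 0.24 (bootstrap SE) from genes of like length and level, so a lower share of their transcripts may add to it. How much of the low r of this library these shifts explain was not measured. Whether this came from the cells or from the library was not tested.

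Limma called 0 genes lower and 0 higher in the real split and in the other splits, so all 10 splits gave as many, and this number of splits cannot give a share under 0.05. For gene lists the real split called 1 list, and all 10 splits called as many or more, with a highest other of 6. Splits that mix the groups thus called more lists than the real one. Why they did so was not tested.

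The median log2 difference of the 50 PU.1-bound genes tested here, which are fewer than the study listed, was -2.10 on the log2(RPKM + 1) scale and -4.06 with a pseudocount of 0.1. The first is smaller in size than the value quoted from the study above and the second lies nearer to it. The size of the median thus depends on the pseudocount. Its nearness at 0.1 does not show what caused the gap, since the method and the genes also differ and were not separated.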
